A study of Mus musculus with 6 samples.

How the data were processed

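RNA sequencing libraries from the mouse myoblast line C2C12 were analysed from 1 deposited table of raw counts. Per the labels, total RNA was treated with DNase and made into directional cDNA libraries for Illumina sequencing. Cells were kept in differentiation medium with horse serum and either 1 mM 4-phenylbutyric acid (4-PBA) or DMSO for 4 days, and day 0 cells were untreated. The deposited values are counts per gene symbol, neither normalised nor pooled, with 1 column per library and no column of any other sample. The table had 43074 gene symbols, of which 13014 had no counts in any library. The labels do not state the aligner, the counting tool, the genome build, the annotation, any filter or whether counting used strand. Genes with a near-identical paralog, and genes that overlap another gene, are therefore named as uncertain, and no coordinates are given. GENCODE M21 was used for transcript length, GC content and gene overlaps; its symbols matched 36556 of the symbols in the table and 16469 of the 17433 tested genes.

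The groups were day 0 untreated, day 4 DMSO and day 4 4-PBA, with 2 libraries each. All 6 libraries carried batch number 1, so no batch term was fitted. Total counts ranged from 47908926 to 74697397 per library. Replicate libraries differed by more than sampling noise, with a chi-square per degree of freedom of 3.77 at day 0, 6.64 with DMSO and 5.34 with 4-PBA. The labels do not say whether replicates were separate cultures. The common biological coefficient of variation was 3.74%, so for well-covered genes the spread between replicates and the number of libraries, not counting error, limited the precision.

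Counts were analysed with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr with the group labels, library sizes were scaled with TMM, and 1 model with a mean per group was fitted over all 6 libraries with estimateDisp and robust glmQLFit. The design left 3 residual degrees of freedom and the median prior degrees of freedom were 30.4. Each comparison used the quasi-likelihood F test with Benjamini-Hochberg adjustment over all tested genes, and genes with an adjusted p-value under 0.05 were called. Expression is given as CPM (normalised counts as computed by the cpm function of edgeR after TMM scaling), as mean ± SD over 2 libraries. The standard error (SE) of a log2 fold change was approximated as its size divided by the square root of F. With 2 libraries against 2, relabelling the libraries cannot give a p-value under 0.05, so the adjusted p-values rest on a spread shared across genes and groups.

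The comparisons, gene lists, tests, naming rule and most alternatives were chosen before the data were examined. Lists were tested with camera from limma 3.58.1 on log2 CPM (prior count 2) with a preset correlation between genes of 0.01, adjusted over 6 lists and 3 comparisons, with fry and with camera using an estimated correlation beside it. The lists covered NF-κB targets (27 of 35 genes tested), immediate-early genes (31 of 32), extracellular matrix genes (75 of 76), proliferation genes (58 of 58), myogenic genes (68 of 70) and the unfolded protein response (33 of 36). Named genes were Egr1 and the 5 NF-κB family genes; the markers Myod1, Myog, Mymk, Myh3, Ckm, Mki67, Ccnd1 and Cdkn1a; the 3 genes of each list with the smallest adjusted p-value between 4-PBA and DMSO; and, in each comparison, the 5 largest rises and 5 largest falls among called genes with at least 5 CPM in the higher group and no overlap between the groups' libraries. Against a group with at most 3 counts in each library, a fold change is given as a lower bound computed from 3 counts.

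Comparisons that share libraries share their chance deviations. Counts were therefore simulated from the fitted means and dispersions with 4-PBA equal to DMSO (40 sets, and 10 for each alternative) and with all groups equal (20 sets), and were analysed in the same way. After the data were seen, 40 sets were added in which the 4-PBA changes of the called genes were shuffled among called genes of similar expression. The alternatives were DESeq2 size factors, library size only, no filter beyond 1 count, a filter of 10 counts in every library of a group and a mean of 1 CPM, the DESeq2 1.42.0 Wald test, limma-voom, fits of only the 4 libraries compared, a replicate block, an adjusted p-value under 0.01, a change of at least 2-fold, prior count 0.5 for lists, DMSO libraries split between contrasts, and leaving out each library in turn. Removal of each library's trend with transcript length and GC content, and thinning of all libraries to the smallest total, were chosen after seeing the data. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

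The methods were tested on simulated data. In a simulated set of 16970 genes, 200 genes with a mean of at least 5 CPM were changed, so the rates do not cover genes of lower expression. Of the 200 changed genes edgeR called 189 (94.5%), with 4 false calls. It called 39 of 50 genes changed 1.25-fold and 150 of 150 changed by 1.5-fold or more. With no list changed, 1.67% of camera tests and 4.67% of fry tests among 300 had an unadjusted p-value under 0.05. For a list shifted by -0.15 on the log2 scale, both gave an unadjusted p-value under 0.05 in 20 of 20 simulations. Genes were drawn independently there, so these rates do not cover lists whose genes vary together.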

Results

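RNA sequencing was used to profile C2C12 cells, a mouse myoblast line that forms multinucleated myotubes when serum is changed. Libraries came from untreated cells at day 0 and from cells kept for 4 days in differentiation medium with DMSO or with 1 mM 4-phenylbutyric acid (4-PBA), a small fatty acid known as a chemical chaperone and as an inhibitor of histone deacetylases. Each of the 3 groups had 2 libraries. Total counts were 47908926 and 69736941 at day 0, 63808876 and 74697397 with DMSO, and 62160244 and 62326957 with 4-PBA. The 10 most abundant genes took 4.84% to 5.09% of the counts of a library, and mitochondrial genes took 3.14% to 3.43%. All libraries carried the same batch number.

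The first principal component of log2 CPM held 83.5% of the variance and separated day 0 from day 4. On the second, which held 4.53%, both 4-PBA libraries (9.04 and 10.7) lay above both DMSO libraries (-15.1 and -3.82). The day 0 replicates (24.6 and -25.5) lay further apart on it than any pair of day 4 libraries. The third component, which held 4.45%, also had both 4-PBA libraries (-16.0 and -19.3) apart from both DMSO libraries (20.3 and 14.7), with day 0 at 14.4 and -14.1.

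**Figure D1:**
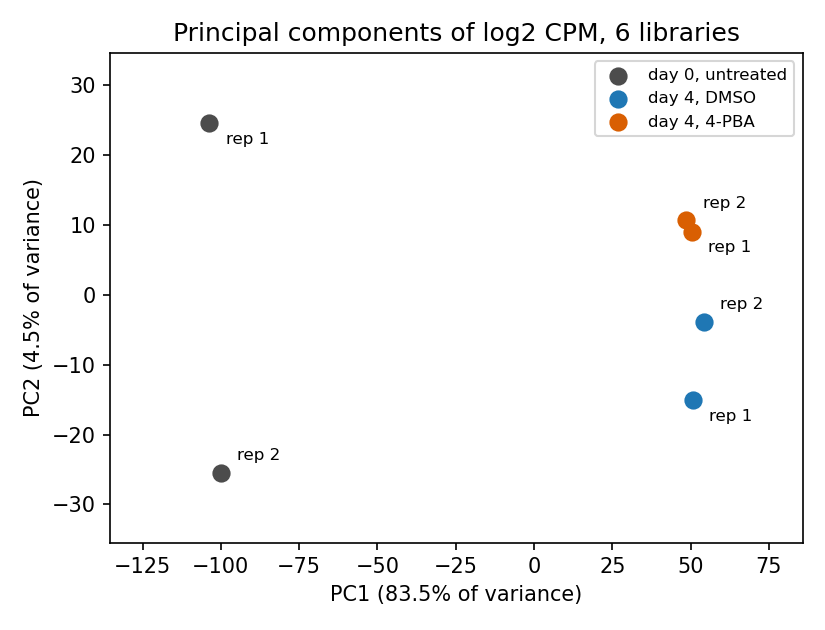
Principal component scores of log2 CPM, with 1 point per library coloured by group; the axes are the first (83.5% of the variance) and the second (4.53%) component. Day 0 and day 4 lie apart along the first, and the day 0 replicates lie at 24.6 and -25.5 along the second.

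The comparison of DMSO at day 4 with day 0 gave the changes of differentiation without the drug. edgeR called 11564 of 17433 tested genes (66.3%), 5886 higher and 5678 lower at day 4, with a median absolute log2 fold change of 0.63. The alternative that moved this count most was an added minimum change of 2-fold, which 3825 genes met. Myog rose from 7.90 ± 0.0661 to 287 ± 14.2 CPM (SD, n = 2), a log2 fold change of 5.19 (SE 0.046). Myh3 rose from 18.9 ± 0.307 to 2017 ± 95.7 CPM, a log2 fold change of 6.74 (SE 0.0397). The log2 fold change was 4.80 (SE 0.0509) for Mymk, 6.95 (SE 0.281) for Ckm, 1.99 (SE 0.0377) for Cdkn1a and 0.22 (SE 0.038) for Myod1. Mki67 fell by 1.56 (SE 0.0619) and Ccnd1 fell by 2.14 (SE 0.033) on the log2 scale. These 8 markers were called, with both libraries of one group above both of the other and adjusted p-values between 2.63e-44 for Myh3 and 1.61e-04 for Ckm.

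Among called genes with at least 5 CPM in the higher group and no overlap between groups, the largest rises with DMSO were in Cilp, Dhrs7c, Mybpc2, Myl2 and Casq1. Cilp rose from 0.0285 ± 0.0403 to 54.2 ± 5.03 CPM, a log2 fold change of 10.57 (SE 0.197). Dhrs7c and Mybpc2 had at most 3 counts in each day 0 library and were at least 116-fold and at least 99.5-fold higher. Their ranks rested on fitted fold changes (581 and 500), and their bounds lie below the 124-fold rise of Ckm. The log2 fold change was 8.75 (SE 0.191) for Myl2 and 8.24 (SE 0.193) for Casq1. At day 0 Cilp and Myl2 had counts only in replicate 2, 4 and 10 of them, so the sizes of their changes rested on that library. The largest falls were in Prl2c3, from 158 ± 3.43 to 0.353 ± 0.0609 CPM (log2 fold change -8.82, SE 0.0894), Prl2c2 (-8.19, SE 0.196), Prr9 (-8.03, SE 0.270), Ngfr (-6.91, SE 0.245) and Cck (-6.57, SE 0.458). Adjusted p-values of these 10 genes lay between 1.76e-39 and 6.64e-09. DMSO replicates 1 and 2 held 8 and 1 counts of Cck and 16 and 4 of Prl2c2. The sizes of these falls therefore depended on which library was used. Prl2c2 and Prl2c3 are near-identical paralogs between which reads could be misassigned, and exons of Mybpc2, Myl2 and Casq1 overlap a gene on the opposite strand in GENCODE M21, so the separate values of these 5 genes are uncertain.

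The comparison of 4-PBA with DMSO at day 4 asked what the drug changed during differentiation. edgeR called 855 genes (4.90%), 371 higher and 484 lower with 4-PBA, and 2908 genes had an unadjusted p-value under 0.05. Simulated libraries with 4-PBA equal to DMSO gave 1.5 calls on average and at most 6. Most called changes were small, with a median absolute log2 fold change of 0.22 and quartiles of 0.16 and 0.31. The added minimum change of 2-fold moved the count most, to 12 genes, 4 higher and 8 lower. These 12 genes had a mean of at most 2.09 CPM in the higher group, and 3 of them had at most 3 counts in each library of the other, among them the largest fitted change, 6030407O03Rik (at least 5.31-fold higher). Lower genes outnumbered higher ones among the calls, but with library size only 51.5% of 896 calls were higher. Both libraries of one group lay above both of the other for all 855 called genes, and for 45.5% of all tested genes, against 33.3% by chance.

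**Figure D2:**
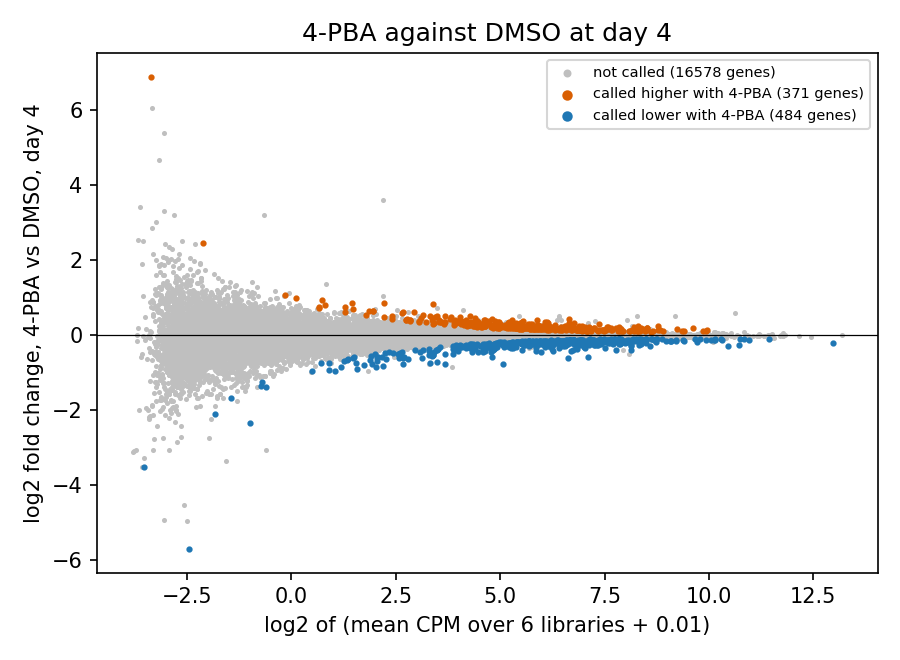
Log2 fold change between 4-PBA and DMSO at day 4 against mean expression on the log2 CPM scale, with 1 point per tested gene. Of 17433 genes, 371 were called higher and 484 lower, with a median absolute log2 fold change of 0.22 among them.

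Among called genes with at least 5 CPM in the higher group and no overlap between groups, the largest rise with 4-PBA was in Col8a2, from 2.83 ± 0.254 to 5.16 ± 0.307 CPM (log2 fold change 0.87, SE 0.17, adjusted p 0.00121). Sox8 rose from 10.9 ± 0.828 to 19.4 ± 0.544 CPM (0.83, SE 0.0889, adjusted p 1.67e-07), followed by Tgif2 (0.61, SE 0.117), Tube1 (0.54, SE 0.114) and Mt2 (0.52, SE 0.0951). The largest falls were in Gm34804, from 5.54 ± 1.56 to 2.99 ± 0.148 CPM (-0.90, SE 0.174, adjusted p 0.00122), Gm37565 (-0.85, SE 0.144), Acsbg1 (-0.78, SE 0.109), Cth (-0.77, SE 0.131) and Depp1 (-0.76, SE 0.153). Without DMSO replicate 2 the log2 fold change of Gm34804 was -0.57. Exons of Sox8, Tgif2, Tube1 and Mt2 overlap genes on the opposite strand in GENCODE M21, and Gm34804 has no entry there, so these values are uncertain to that extent.

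Of the markers, Ccnd1 was lower with 4-PBA, at 112 ± 1.16 against 136 ± 5.85 CPM (log2 fold change -0.29, SE 0.0328, adjusted p 4.38e-07). Mymk (-0.17, SE 0.0393, adjusted p 0.0134) and Cdkn1a (-0.16, SE 0.0359, adjusted p 0.00962) were also lower, in both libraries. Their sizes depended on 1 DMSO library: without DMSO replicate 2 the log2 fold change was -0.095 for Mymk and -0.093 for Cdkn1a. Exons of Ccnd1, Cdkn1a and Ckm overlap a gene on the opposite strand. No difference was called for Myod1 (-0.045, SE 0.0377, adjusted p 0.618), which lay between -0.077 and -0.014 when any 1 library was left out, or for Mki67 (0.19, SE 0.0617, adjusted p 0.163), which stood at 0.30 and 0.085 without DMSO replicates 1 and 2. Myog stood at 288 ± 1.16 CPM with 4-PBA and 287 ± 14.2 CPM with DMSO (0.0052, SE 0.0334, adjusted p 0.972). Its log2 fold change was -0.044 without DMSO replicate 1 and 0.057 without DMSO replicate 2. That of Myh3 (0.018, SE 0.0293, adjusted p 0.838) was -0.029 and 0.068 without DMSO replicates 1 and 2. It was 0.039 and -0.0024 without 4-PBA replicates 1 and 2. Ckm was not called (-0.17, SE 0.152, adjusted p 0.719) except in a fit of only the 4 libraries compared, where the adjusted p was 0.0140, the lowest of a range over alternatives that reached 0.946.

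The study's title names Egr1 and NF-κB. Egr1 stood at 119 and 117 CPM in the day 0 libraries, 286 and 274 CPM with DMSO, and 347 and 238 CPM with 4-PBA. Against day 0 it was higher in both libraries with DMSO (log2 fold change 1.252, SE 0.223, adjusted p 0.0158) and in both with 4-PBA (log2 fold change 1.31, SE 0.224, adjusted p 0.0141). Both SEs include the wide spread of the 4-PBA libraries, because all groups share 1 fit. In edgeR fits of only the 4 libraries compared, the adjusted p was 7.22e-18 with DMSO and 0.0497 with 4-PBA. Between 4-PBA and DMSO, 292 ± 76.6 against 280.4 ± 8.52 CPM, the difference was smaller than the spread between the 4-PBA replicates (log2 fold change 0.060, SE 0.215, adjusted p 0.941). Its direction rested on 1 library: the log2 fold change was -0.24 without 4-PBA replicate 1 and 0.31 without 4-PBA replicate 2. The libraries cover day 0 and day 4, so times between them were not compared.

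Of the 5 NF-κB family genes, 2 were called between 4-PBA and DMSO over all genes, and 3 when adjusted over the list alone. Nfkb2 was lower with 4-PBA, at 107 ± 1.49 against 123 ± 2.20 CPM (log2 fold change -0.21, SE 0.0362, adjusted p 3.59e-04), and so was Relb, at 28.1 ± 0.748 against 33.6 ± 1.37 CPM (-0.26, SE 0.0629, adjusted p 0.00987), each in both libraries. Exons of Nfkb2 overlap genes on the opposite strand in GENCODE M21. Rela (-0.088, SE 0.0362, adjusted p 0.185), Nfkb1 (-0.054, SE 0.0339, adjusted p 0.463) and Rel (-0.083, SE 0.0863, adjusted p 0.717) were not called over all genes. The value of Rel was -0.0030 without DMSO replicate 1, -0.16 without DMSO replicate 2 and -0.046 without 4-PBA replicate 1, and that of Rela was -0.053 without DMSO replicate 1.

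Against day 0, 4 of the 5 family genes were called with DMSO and 5 when adjusted over the list alone. With DMSO, Relb (log2 fold change 1.33, SE 0.0679), Nfkb2 (0.48, SE 0.0367) and Rela (0.16, SE 0.0364) were higher and Nfkb1 (-0.19, SE 0.0338) was lower. Rel was not called (-0.18, SE 0.0854, adjusted p 0.0583); it was called with DESeq2 size factors (adjusted p 0.0474), library size only (0.0291) and limma-voom (0.0492), in a range up to 0.108, and its log2 fold change was -0.10 without DMSO replicate 2. With 4-PBA, 4 were called, and 5 when adjusted over the list alone: Relb (1.07, SE 0.0689) and Nfkb2 (0.27, SE 0.0369) were higher, and Rel (-0.27, SE 0.0865) and Nfkb1 (-0.25, SE 0.034) lower. Rela was not called (0.075, SE 0.0366, adjusted p 0.0726) except in a fit of only the 4 libraries compared (adjusted p 0.0258, in a range up to 0.172) and in fits without DMSO replicate 1 or 2, in each of which 5 family genes were called.

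**Figure D3:**
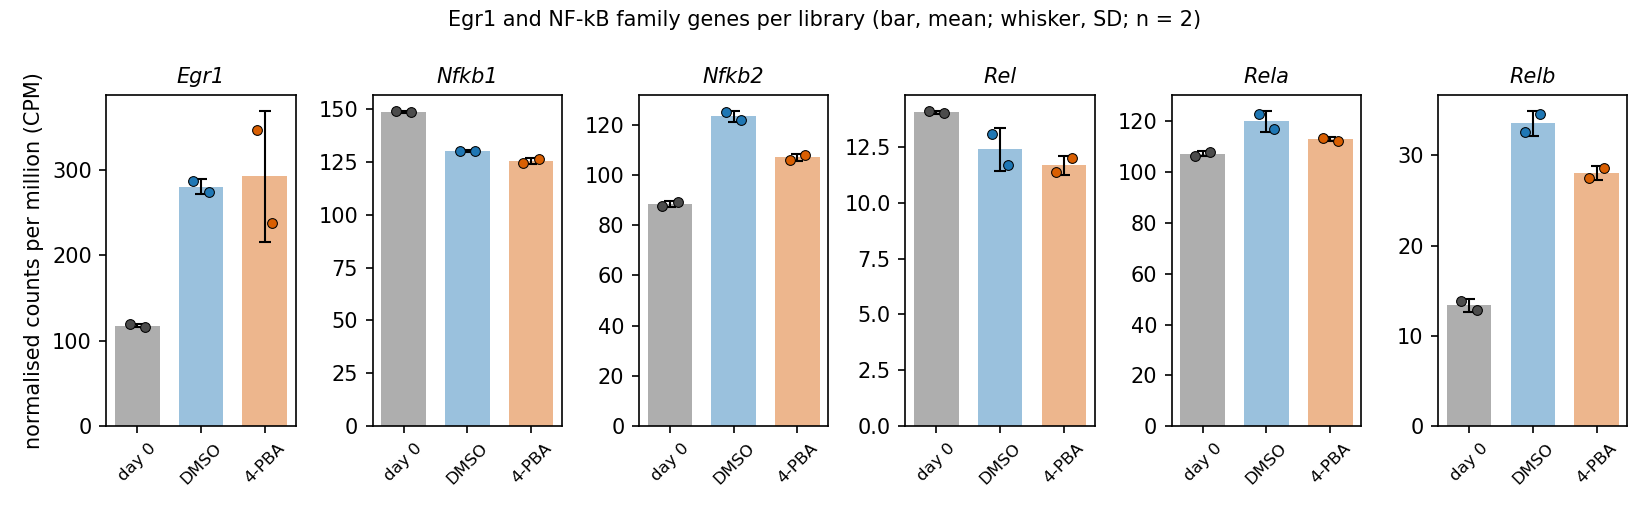
Normalised read counts (CPM) of Egr1 and the 5 NF-κB family genes by group, with 1 point per library and the mean and SD of 2 libraries. The 4-PBA libraries of Egr1, at 347 and 238 CPM, lie on either side of the DMSO libraries, and Relb is lower with 4-PBA (28.1 ± 0.748 CPM) than with DMSO (33.6 ± 1.37 CPM).

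The title also names proliferation and extracellular matrix genes, and 6 gene lists were compared. With the preset correlation, camera called 3 of them between 4-PBA and DMSO. The proliferation list was higher with 4-PBA (median log2 fold change 0.19, 56 of 58 genes higher, adjusted p 1.47e-14). The myogenic list was lower (-0.15, 61 of 68 genes lower, adjusted p 3.33e-12), and so were the NF-κB targets (-0.14, 21 of 27 genes lower, adjusted p 3.72e-05). The NF-κB targets include the family genes Nfkb1, Nfkb2 and Relb, so this list and the family genes are not independent results. Under fry the myogenic list (adjusted p 0.0210) and the NF-κB targets (0.0137) held and the proliferation list did not (0.146). With an estimated correlation no list held in any of the 3 comparisons, the smallest adjusted p being 0.122. The proliferation median depended on the DMSO library, at 0.31 without DMSO replicate 1 and 0.087 without DMSO replicate 2, and the myogenic median was -0.095 without DMSO replicate 2.

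The extracellular matrix list had a median of 0.014 (46 of 75 genes higher, adjusted p 0.0723). Its median was 0.045 without DMSO replicate 1, 0.021 without 4-PBA replicate 1 and 0.0085 without 4-PBA replicate 2. The immediate-early list had a median of 0.023 (18 of 31 higher, adjusted p 0.971), which was -0.050 and 0.073 without 4-PBA replicates 1 and 2, and 0.052 and 0.0032 without DMSO replicates 1 and 2. The unfolded protein response list had a median of 0.024 (19 of 33 higher, adjusted p 0.581), and 0.0016 without DMSO replicate 2.

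Over all genes, 20 proliferation genes, 27 myogenic genes, 7 NF-κB targets, 15 extracellular matrix genes, 8 immediate-early genes and 6 unfolded protein response genes were called between 4-PBA and DMSO. Adjusted over the list alone, these counts were 34, 39, 8, 24, 9 and 12. Of the genes called over all genes, those for proliferation were higher with 4-PBA, and the myogenic genes and NF-κB targets lower. Among extracellular matrix genes 11 were called higher and 4 lower, among immediate-early genes 2 higher and 6 lower, and in the unfolded protein response 1 higher and 5 lower. Adjusted over the list alone, the numbers higher and lower were 34 and 0 for proliferation, 1 and 38 for myogenic genes, 1 and 7 for NF-κB targets, 16 and 8 for extracellular matrix genes, 3 and 6 for immediate-early genes and 7 and 5 for the unfolded protein response, where the balance reversed.

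**Figure D4:**
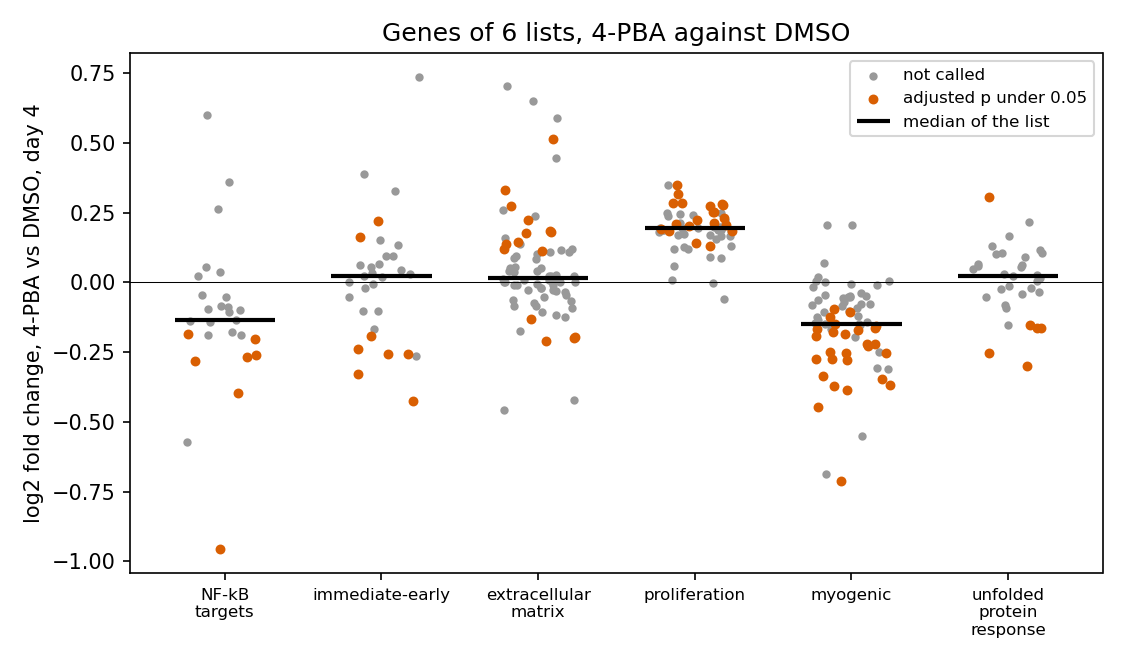
Log2 fold change between 4-PBA and DMSO at day 4 for the tested genes of 6 lists, with 1 point per gene and the median of each list. The medians are 0.19 for proliferation, -0.15 for myogenic genes and -0.14 for NF-κB targets, and 0.014 for extracellular matrix genes, which lie on both sides of 0.

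The smallest adjusted p-values of each list between 4-PBA and DMSO belonged to the following genes, each apart in both libraries. Fn1 was lower with 4-PBA, at 8873 ± 104 against 10267 ± 428 CPM (log2 fold change -0.21, SE 0.0259, adjusted p 1.83e-06), while the extracellular matrix genes Nid2 (0.22, SE 0.0325) and Col4a1 (0.18, SE 0.0274) were higher. The NF-κB targets Bcl2l1 (-0.27, SE 0.0466), Nfkb2 and Tnfaip3 (-0.28, SE 0.0503) and the immediate-early genes Klf6 (-0.26, SE 0.0334), Fosl2 (-0.26, SE 0.0345) and Myc (-0.33, SE 0.0595) were lower. Mcm7 (0.28, SE 0.0398), Pcna (0.18, SE 0.0361) and Prim1 (0.25, SE 0.055) were higher in the proliferation list, and Ttn (-0.28, SE 0.0263), Neb (-0.39, SE 0.0346) and Casq1 (-0.71, SE 0.0841) lower in the myogenic list. In the unfolded protein response Sdf2l1 (0.31, SE 0.0742, adjusted p 0.00979) was higher and Sesn2 (-0.26, SE 0.0696, adjusted p 0.0253) and Trib3 (-0.30, SE 0.0808, adjusted p 0.0263) were lower. The DESeq2 Wald test called neither Sesn2 (adjusted p 0.0599, down to 0.0265 under other alternatives) nor Trib3 (0.0520, down to 0.0127). Without DMSO replicate 1 the log2 fold change was -0.15 for Sesn2 and -0.19 for Trib3, and without 4-PBA replicate 2 it was -0.18 for Trib3. Exons of Nfkb2, Fn1, Nid2, Col4a1, Mcm7, Ttn, Neb and Casq1 overlap genes on the opposite strand in GENCODE M21, and those of Mcm7 also overlap Mir25 and Mir93 on the same strand, so their values are uncertain to that extent.

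Between DMSO and day 0, camera called the myogenic list higher (median log2 fold change 5.12, 67 of 68 genes higher, adjusted p 5.22e-26), as well as the extracellular matrix list (0.92, 64 of 75 higher, 8.77e-11) and the immediate-early list (0.47, 24 of 31 higher, 0.0309). The proliferation list was lower (-1.90, 57 of 58 lower, 7.55e-19). These 4 calls held under fry. The medians were the same with genes of at most 3 counts in each library of a group set at their bound. The NF-κB targets were not called (median 0.14, 17 of 27 higher, adjusted p 0.581), although fry called them (0.0137), and their median was 0.083 without day 0 replicate 2. The unfolded protein response list was not called either (-0.12, 20 of 33 lower, adjusted p 0.533), with a median of -0.039 without DMSO replicate 2. The genes called over all genes, and equally those adjusted over the list alone, numbered 67 myogenic, 71 extracellular matrix, 26 immediate-early, 58 proliferation, 20 NF-κB target and 27 unfolded protein response genes.

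The comparison of 4-PBA at day 4 with day 0 gave the changes of differentiation in the presence of the drug. edgeR called 11442 genes, 5787 higher and 5655 lower, and 3699 of them changed at least 2-fold. The largest rises were in Cilp (log2 fold change 10.73, SE 0.194), Dhrs7c (at least 113-fold), Myl2 (8.96, SE 0.188), Mybpc2 (at least 96.2-fold) and Myoz2 (7.96, SE 0.148). Dhrs7c and Mybpc2 were again ranked by fitted fold changes, and their bounds lie below the 248-fold rise of Myoz2. The largest falls were in Prl2c3 (-9.13, SE 0.0938), Prl2c2 (-9.03, SE 0.218), Prr9 (-7.32, SE 0.255), Serpinb2 (-7.22, SE 0.170) and Selp (-6.93, SE 0.171). Prl2c2 had 2 and 8 counts in the 4-PBA libraries, so the size of its fall depended on the library here too. Exons of Serpinb2 overlap Serpinb10 on the same strand and those of Selp overlap genes on the opposite strand, and the uncertainty of Prl2c2, Prl2c3, Myl2 and Mybpc2 applies here too, as does the dependence of Cilp and Myl2 on the counts of 1 day 0 library. Among the markers the log2 fold change was 5.19 (SE 0.0461) for Myog, 6.76 (SE 0.0398) for Myh3, 4.63 (SE 0.0508) for Mymk and 6.78 (SE 0.284) for Ckm. It was 1.83 (SE 0.0375) for Cdkn1a, 0.18 (SE 0.0382) for Myod1, -1.37 (SE 0.0616) for Mki67 and -2.42 (SE 0.0335) for Ccnd1.

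With 4-PBA the same 4 lists were called against day 0 as with DMSO, and held under fry. The medians were 5.01 for myogenic genes (67 of 68 higher, adjusted p 8.45e-26), 0.95 for extracellular matrix genes (63 of 75 higher, 3.38e-11), 0.52 for immediate-early genes (23 of 31 higher, 0.0309) and -1.69 for proliferation genes (57 of 58 lower, 3.23e-18). The NF-κB targets had a median of 0.036 (14 of 27 higher, adjusted p 0.971), which became -0.024 without day 0 replicate 2 and -0.022 without 4-PBA replicate 2. The unfolded protein response list had a median of -0.082 (19 of 33 lower, adjusted p 0.581). Over all genes and adjusted over the list alone, 66 myogenic, 72 extracellular matrix, 28 immediate-early, 58 proliferation, 17 NF-κB target and 24 unfolded protein response genes were called.

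Both comparisons with day 0 used the same day 0 libraries. They shared 10512 genes called in the same direction and 12 called in opposite directions, while 1040 genes were called only with DMSO and 918 only with 4-PBA. Simulated libraries with 4-PBA equal to DMSO shared 11016 calls on average (range 10901 to 11090), more than observed, and libraries with no group difference shared 0.35. Of the genes called only with DMSO, 83 were also called between 4-PBA and DMSO, as were 69 of those called only with 4-PBA. For the others no difference between the treatments was shown.

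The last comparison asked whether 4-PBA moved differentiation genes back toward day 0 or further from it. Among the 11564 genes called between DMSO and day 0, 59.5% changed in the opposite direction between 4-PBA and DMSO. The shared DMSO libraries raise this share by chance, and simulations with 4-PBA equal to DMSO gave 53.3% on average and 54.5% at most. Across genes, which are not independent replicates, the correlation of the 2 log2 fold changes was -0.19, against -0.13 to -0.074 in the simulations. With differentiation measured from one DMSO library and the drug effect from the other, the opposite share was 62.8% against DMSO replicate 2 and 53.95% against DMSO replicate 1. The correlation was then -0.115 and -0.0371. No simulations were run for this split.

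Of the 855 genes called between 4-PBA and DMSO, 778 were also called between DMSO and day 0, and 548 of these (70.4%) had opposite directions. Among them 317 rose in differentiation and were lower with 4-PBA, and 231 fell and were higher. A further 118 rose and were higher with 4-PBA, and 112 fell and were lower. In simulations chosen after seeing the data, with the 4-PBA changes shuffled among the called genes, the opposite share was 52.7% on average and 57.0% at most, among 557 genes on average. Among genes that differentiation changed at least 4-fold, the log2 fold change with 4-PBA was 0.960 of that with DMSO at the median, against 0.992 to 0.998 in simulations with 4-PBA equal to DMSO. All these simulations drew genes independently, so they leave out a difference in differentiation that a whole library shares. On the first principal component, with day 0 at -104 and -100, DMSO replicate 1 (50.6) lay beside 4-PBA replicate 1 (50.3). DMSO replicate 2 stood at 54.2 and 4-PBA replicate 2 at 48.6. The size of the shift toward day 0 therefore depended on the library used.

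**Figure D5:**
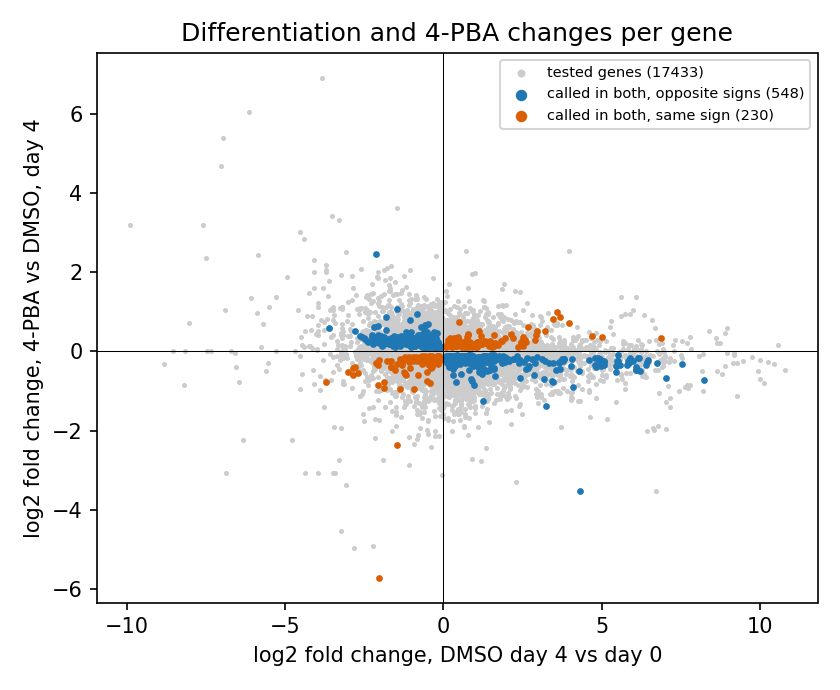
Log2 fold change between 4-PBA and DMSO at day 4 against that between DMSO at day 4 and day 0, with 1 point per tested gene. Of 778 genes called in both, 548 have opposite and 230 the same direction, and the DMSO libraries enter both axes.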

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

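Every test of processing below was set before its result was seen, except the removal of length and GC trends and the thinning of libraries, which were chosen after seeing the data. For the count of genes called between 4-PBA and DMSO (855), the alternatives to scaling, filter, test and libraries fitted gave 682 (DESeq2 Wald test) to 1095 genes (no filter), and shared at least 672 of the genes. Without day 0 replicate 1 or 2 the counts were 697 and 692. Removal of length and GC trends gave 872 genes (743 shared) and thinning 839 (738 shared). With library size only the share of higher genes went from 43.4% to 51.5%; the cause was not tested. Against day 0 the alternatives to scaling, filter, test and libraries fitted gave 10083 to 11627 genes with DMSO and 10048 to 11558 with 4-PBA. The lowest counts came from the stricter filter, which tested 12796 genes. These ranges leave out fits without 1 library of the group not compared, which with 4-PBA gave more genes than the range. The largest shift of the median of all genes under another scaling was -0.0278 on the log2 scale, between DMSO and day 0 with library size only.

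The thresholds changed the counts by construction. A minimum change of 2-fold left 12 genes between 4-PBA and DMSO (4 higher, 8 lower), 3825 between DMSO and day 0 (2294 higher, 1531 lower) and 3699 between 4-PBA and day 0 (2224 higher, 1475 lower). An adjusted p-value under 0.01 left 424 genes between 4-PBA and DMSO (164 higher, 260 lower).

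Estimating the correlation between genes, which also leaves camera only the 3 residual degrees of freedom, left the medians as they were and took the calls away; the cause was not tested. Between 4-PBA and DMSO this held for NF-κB targets (-0.14, adjusted p 0.122), proliferation (0.19, 0.481; under fry 0.146) and myogenic genes (-0.15, 0.217). Against day 0 it held for immediate-early genes (0.47 with DMSO and 0.52 with 4-PBA), extracellular matrix genes (0.92 and 0.95), proliferation (-1.90 and -1.69) and myogenic genes (5.12 and 5.01), with adjusted p-values between 0.122 and 0.677. Fry called the NF-κB targets between DMSO and day 0 (0.14, adjusted p 0.0137), and camera called the extracellular matrix list between 4-PBA and DMSO after removal of length and GC trends (median 0.034, adjusted p 0.00971); the cause was not tested. Prior count 0.5 and the other scalings changed no list's call.

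In the 4 fits that each left out 1 library of a comparison, the medians between 4-PBA and DMSO ranged from -0.13 to -0.10 for NF-κB targets, from -0.050 to 0.073 for immediate-early genes, from 0.0085 to 0.045 for extracellular matrix genes, from 0.087 to 0.31 for proliferation and from -0.18 to -0.095 for myogenic genes. Between DMSO and day 0 they ranged from 0.083 to 0.18 for NF-κB targets, from -2.00 to -1.78 for proliferation, from 5.04 to 5.18 for myogenic genes and from -0.14 to -0.039 for the unfolded protein response. Between 4-PBA and day 0 they ranged from -0.024 to 0.051 for NF-κB targets, 0.37 to 0.67 for immediate-early genes, 0.93 to 1.01 for extracellular matrix genes, -1.72 to -1.66 for proliferation, 4.89 to 5.05 for myogenic genes and -0.099 to -0.066 for the unfolded protein response. The medians that changed direction were those of the immediate-early list between 4-PBA and DMSO (-0.050 without 4-PBA replicate 1) and of the NF-κB targets between 4-PBA and day 0 (-0.024 without day 0 replicate 2, -0.022 without 4-PBA replicate 2). The log2 fold change of Egr1 ranged from -0.24 to 0.31 between 4-PBA and DMSO, negative without 4-PBA replicate 1, and from 1.02 to 1.55 between 4-PBA and day 0.

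The share of differentiation genes with an opposite 4-PBA change lay between 58.6% (stricter filter) and 59.8% (library size only) when both DMSO libraries entered both contrasts, above the simulations of each alternative. With split DMSO libraries, for which no simulations were run, it was 62.8% and 53.95%. For the genes named by rule other than Egr1, 509 of 516 tested alternatives kept the call and the direction, 2 lost a call and 5 gained one, in the genes Ckm, Rel, Rela, Sesn2 and Trib3. Leaving out 1 library changed the direction in 3 of 344 values, of Myog and Myh3, neither of them called between 4-PBA and DMSO. The direction of a gene whose groups do not overlap is nearly fixed in such fits, but its size is not: between 4-PBA and DMSO the log2 fold changes of the called genes Mymk, Cdkn1a, Gm34804, Sesn2 and Trib3 shrank by more than 1.5-fold without 1 library. Without day 0 replicate 2, Cilp and Myl2 had no day 0 counts to compare with. Depth limited the fold changes of Dhrs7c and Mybpc2 against day 0, which are lower bounds.

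The samples share only a replicate number. The rep 1 minus rep 2 deviations correlated at 0.0459, -0.0851 and -0.0877 across 10681 genes, so nothing showed that equal numbers were handled together. With a replicate block 768 genes were called between 4-PBA and DMSO (742 shared), 11403 between DMSO and day 0 and 11309 between 4-PBA and day 0; together with removal of length and GC trends the first count was 763.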

Other observations

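The tests of the spread among strongly induced genes, of rapid-response genes between replicates, of length, GC content and cell mixtures on the ERK output genes, and of mixtures with 1 library left out were chosen only after those results had been seen.

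The genes called between 4-PBA and DMSO were examined for bias. After each library's trend with transcript length and GC content was removed, 743 of 831 called genes (89.4%) were still called and 831 kept their direction. The correction moved log2 fold changes by 0.011 at the median. After thinning to the smallest library, 738 of 854 (86.4%) were still called. Both argue against these biases as the whole cause of the calls. An effect of 4-PBA, or a difference in handling between the treatments, remains open and was not tested.

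The myogenic list was lower with 4-PBA, and 96.7% of its median was kept after removal of length and GC trends. A larger share of undifferentiated, day 0-like cells with 4-PBA, that is cells that kept day 0 expression, would lower all strongly induced genes by a common amount. The 144 genes raised at least 16-fold in differentiation had a median of -0.15 between 4-PBA and DMSO, for which such a share would be 9.87%. Their log2 fold changes had an SD of 0.202, above the 0.0728 to 0.105 of 100 simulated mixtures, and 3 were called higher and 39 lower. The NF-κB targets had a median of -0.137 where mixtures gave -0.0534 to 0.0469, and the extracellular matrix list 0.0138 where they gave -0.0804 to -0.0361. These values argue against such a share as the whole cause of those 3 patterns. The share was fitted on strongly induced genes, so the myogenic median could not test it, and a part played by such a share stays open. Mixtures took day 0 expression, so the list medians do not test undifferentiated cells whose expression had changed in differentiation medium. The proliferation median of 0.196 lay below the simulated 0.298 to 0.366. With 1 library left out, and the share fitted and simulated again, it stayed below. Without DMSO replicate 1 (fitted share 12.7%) the proliferation median was 0.311 against 0.425 to 0.493. Without DMSO replicate 2 (fitted share 5.54%) it was 0.0868 against 0.153 to 0.206. Mixtures drew genes independently, while the proliferation list moved as a whole between replicates. Its median against day 0 was -1.77 and -1.99 in the DMSO libraries. The simulated ranges leave that spread out, so these values do not decide whether a share of the fitted size played a part. A smaller share, with another cause for the fall of the induced genes, was not tested and also stays open for the proliferation list. A slower or less complete differentiation that affects genes unequally is a hypothesis that stays open.

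Dusp4 (log2 fold change -0.58, SE 0.0393, adjusted p 2.48e-11), Spry2 (-0.36, SE 0.043, adjusted p 1.15e-06) and Spry4 (-0.76, SE 0.102, adjusted p 8.02e-06), feedback genes of the ERK pathway, stood out among the genes lower with 4-PBA and were chosen after their values were seen. Of 10 other ERK output genes whose values had not been looked at, 8 were lower, with a median log2 fold change of -0.080, and 0.84% of 10000 random lists of similar expression had a median at or below it. Of these, Etv4 (-0.19, SE 0.0456, adjusted p 0.00881) and Epha2 (-0.22, SE 0.0533, adjusted p 0.0313) were called. Of the median of these 10 genes, 101% was kept after removal of length and GC trends, which argues against that bias. A larger share of day 0-like cells, fitted at 9.87%, would lower no gene by more than 0.15 on the log2 scale. Without any 1 library the 3 genes first seen fell by at least 0.30, where that limit was at most 0.20, and with all libraries they lay -4.81 (Spry2) to -10.8 SE (Dusp4) from it. Taken singly, 1, 5 and 11 of 100 mixtures held some gene as far below it as Dusp4, Spry4 and Spry2. As a set, a reading taken after the single one, 0 mixtures held 3 genes as low as Spry2, which argues against such a share as the whole cause for these 3 genes. For the 10 other genes, which mixtures raised on average (0.0543), the median on log2 CPM, -0.0808, lay below the -0.0565 to 0.135 of simulated mixtures. It stayed below when 1 library was left out of data and mixtures alike, nearest without 4-PBA replicate 2 (-0.0537 against -0.0221 to 0.146), which argues against such a share here too. Lower ERK output with 4-PBA is a candidate explanation, found on these data. It rests partly on 1 library, since 5.44% of random lists were at or below the median without 4-PBA replicate 2. Random lists and mixtures treat genes as independent, which genes of a pathway are not. The immediate-early list, which holds Egr1, Egr2 and Fos, was not lower with 4-PBA (median 0.023, 18 of 31 genes higher, camera adjusted p 0.971). Of its 8 called genes 6 were lower, and its median was -0.050 without 4-PBA replicate 1. As a whole that list adds no weight to lower ERK output as an explanation. Protein phosphorylation was not analysed here.

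The 4-PBA replicates of Egr1 differed more than those of the other groups. Of 15 other rapid-response genes, 13 were higher in 4-PBA replicate 1 than in replicate 2, with a median log2 difference of 0.24, and 100% of 10000 random lists of similar expression lay at or below that. Between the DMSO replicates the median was 0.097, with 10 higher and 99.6% of random lists at or below it. A difference between the 4-PBA libraries in the immediate-early response as a whole, for which handling at harvest is a possible explanation, could therefore underlie the spread of Egr1. Exons of Junb, Jun, Dusp1 and Zfp36 overlap a gene on the opposite strand, and no biological explanation was tested, because the labels give no difference between replicates.

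Because 4-PBA inhibits histone deacetylases, a release of silent genes was tested. Genes under 1 CPM at day 0 and in one DMSO library were higher in 4-PBA than in the other DMSO library in 51.2% of cases on average, against 51.6% to 53.2% in 100 simulations without a drug effect. The share was 49.1% against DMSO replicate 2 (simulated 49.8% to 51.6%) and 53.3% against DMSO replicate 1 (simulated 52.9% to 55.1%). The mean and the value against DMSO replicate 2 lay below every simulation, and the cause of that gap was not tested. No release was simulated, so the size of a release that this comparison could detect is unknown. The values showed no broad rise of such genes at day 4, while a release of a few genes, or at earlier times, stays open.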
